A study of Mus musculus with 6 samples.

How the data were processed

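RNA sequencing of hematopoietic stem cells (HSCs) from mouse fetal liver was analysed in 6 samples, 3 of a control genotype and 3 of a Dpy30 knockout genotype. Per the labels, the cells were taken at embryonic day 14.5 and sorted by surface markers with flow cytometry. Vav-Cre is a Cre recombinase transgene active in blood-forming cells. The control embryos carried Vav-Cre with 1 floxed and 1 intact Dpy30 allele, and the knockout embryos carried Vav-Cre with 1 floxed and 1 null allele. Where Cre deleted the floxed allele, control cells kept 1 intact allele and knockout cells kept none. The comparison is then with heterozygous cells, not with fully intact ones. Each of 3 litters gave 1 control sample and 1 knockout sample. Samples were grouped by the genotype label, and replicate numbers 1 to 3 are the litter numbers in the labels.

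Per the labels' protocols, total RNA was purified with a Qiagen kit for small samples, selected for poly(A) RNA in 2 rounds, and made into libraries with an Agilent mRNA kit. The authors deposited whole-number counts per gene symbol for each sample, not normalized, with the replicates kept separate. Each deposited list of counts ends with 5 tallies of reads given to no gene (no feature, ambiguous, low alignment quality, not aligned, more than 1 alignment), and their names are those htseq-count uses. Reads with more than 1 alignment were therefore not given to genes, so genes with near-identical copies, such as ribosomal protein genes with processed pseudogenes, have uncertain counts. The aligner, the genome build, the annotation, the read length and the strandedness are not stated in the labels. No molecular tags are described, so PCR copies of a molecule could not be removed, and intervals and detection floors given here cover counting error only.

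The deposited counts were used as they stand. Genes were kept with edgeR's filterByExpr by group, which left 13646 genes, and library sizes were scaled by trimmed mean of M values (TMM). The main test was edgeR's quasi-likelihood F test (glmQLFit and glmQLFTest, edgeR 4.0.16, R 4.3.3) between the 2 genotypes without a litter term, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are knockout over control, and the standard error (SE) was taken as the size of the log2 fold change over the square root of F. Counts scaled to a total of 1000000 per library (CPM) use the TMM factors, and log2 CPM uses a prior count of 2. Single values per sample were compared by a two-sided exact permutation test of the difference in means. With 3 samples against 3 its smallest possible p is 0.1, so it cannot pass the threshold.

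A total of 10 gene lists were drawn up from general knowledge of the biology before the data were examined: subunits of the SET1/MLL complexes other than Dpy30, HSC identity, p53 targets, glycolysis, oxidative phosphorylation, DNA repair, cell cycle, ribosomal proteins, erythroid cells and myeloid cells. Each list was tested with limma's camera (limma 3.58.1, two-sided, inter-gene correlation preset at 0.01) on log2 CPM, with Benjamini-Hochberg adjustment over the 10 lists, and is summarised by the median log2 fold change of its members. Genes of hepatocytes, Y-linked genes and genes of X inactivation were also listed as checks of sample composition, and were not tested with camera. The grouping, the designs, the other settings to be tried and the rule for naming genes were also fixed before the data were examined.

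The rule names Dpy30 and, among genes past the threshold that changed in the same direction in all 3 litters with a mean of at least 5 CPM in either genotype, the 5 with the largest rise and the 5 with the largest fall. Predicted genes and RIKEN clones are counted but not named. Up to 3 members of each list that pass the threshold are named in order of adjusted p. No gene passed the threshold in the main test. The rule was therefore applied to the calls of DESeq2 (version 1.42.0), which had been listed in advance as another test. Applying the rule to it was decided after seeing the data. The set of genes named is therefore tied to DESeq2, and none of them passed in the main test.

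The whole procedure was tested on simulated data drawn from the real genes' means and library sizes with 200 genes changed by a log2 fold change of 3. At a biological coefficient of variation (BCV, the spread between replicates beyond counting error) of 0.2, edgeR and DESeq2 each recovered 100% of the changed genes, with 4.31% of edgeR's calls and 7.83% of DESeq2's calls false. At the common BCV of the real data, 0.817, given to every gene, edgeR recovered 0% of them, with 0 calls, and DESeq2 recovered 36% with 44.2% of its 129 calls false. In 20 simulations of gene lists, genes were drawn independently and camera was read at an unadjusted p under 0.05. It found a list of 30 genes shifted by a log2 fold change of 1.5 in 20, and called an unshifted list in 2. Genes of the real lists are correlated, with an estimate of up to 0.796 for the erythroid list. These simulations therefore do not give camera's rate of false calls for the real lists.

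The other settings tried were litter as a block, scaling by DESeq2-style size factors, by the upper quartile or by library size only, no filter on low counts, a filter of at least 10 counts in every sample, DESeq2's Wald test, limma-voom, an offset for GC content (lowess span 0.3) with and without the block, leaving out the marker genes of other cell types, camera with an estimated inter-gene correlation, and leaving out each sample in turn. When camera estimates the correlation it also lowers its degrees of freedom from 13644 to 4. Limma-voom with sample quality weights, DESeq2 with litter as a block, and camera with each list's estimated correlation used as its preset value were added after seeing the data. Gene coordinates, GC content and biotypes came from GENCODE M21 on the mouse build GRCm38, which may differ from the annotation behind the counts. Of 38926 gene symbols in the count lists, 35656 matched by symbol and 1754 through a RefSeq synonym. GC content was known for 98.9% of tested genes and for 100% of the tested members of each list.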

Results

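The series asks how loss of Dpy30 changes gene expression in HSCs of the mouse fetal liver, the main blood-forming organ of the midgestation embryo. Dpy30 encodes a core subunit of the SET1/MLL complexes, which methylate lysine 4 of histone H3. RNA was measured by sequencing in sorted HSCs of 3 control and 3 Dpy30 knockout samples, 1 of each genotype from each of 3 litters.

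In units of 1000000 counts, those assigned to genes came to 38.8, 35.6 and 43.4 in controls 1 to 3, and 31.9, 36.7 and 34.7 in knockouts 1 to 3. The means were 39.3 ± 3.94 in controls and 34.4 ± 2.40 in knockouts (SD, n = 3 each; exact permutation p = 0.2, two-sided). A large part of these counts came from few genes. The 2 mitochondrial ribosomal RNAs took 54.9% ± 6.18 of gene counts in controls and 47.2% ± 2.93 in knockouts (SD, n = 3 each; exact permutation p = 0.2). Without the 10 features with most counts, the depth in the same units was 11.6, 14.96 and 17.5 in controls 1 to 3 and 15.4, 14.9 and 16.03 in knockouts 1 to 3. This reversed the direction of the difference in depth, with means of 14.7 ± 3.004 in controls and 15.5 ± 0.568 in knockouts (SD, n = 3 each; exact permutation p = 0.8). Genes with at least 1 count numbered 16149, 17241 and 16932 in controls 1 to 3, and 16857, 14674 and 13972 in knockouts 1 to 3 (exact permutation p = 0.2). Sequencing date and lane are not given in the labels, so the only batch that could be examined was the litter.

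The replicates differed more among the knockouts than among the controls. Pearson correlations of log2 CPM across the 13646 tested genes, which are not independent replicates, were 0.856 to 0.880 among the 3 control pairs and 0.720 to 0.773 among the 3 knockout pairs. Between genotypes they were 0.727 to 0.844 over 9 pairs, so pairs of opposite genotype were on average closer (mean 0.788) than pairs of knockouts (mean 0.750). The first 2 principal components held 39.3% and 27.7% of the variance. The BCV was 0.598 when estimated in controls alone and 0.997 in knockouts alone.

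**Figure D1:**
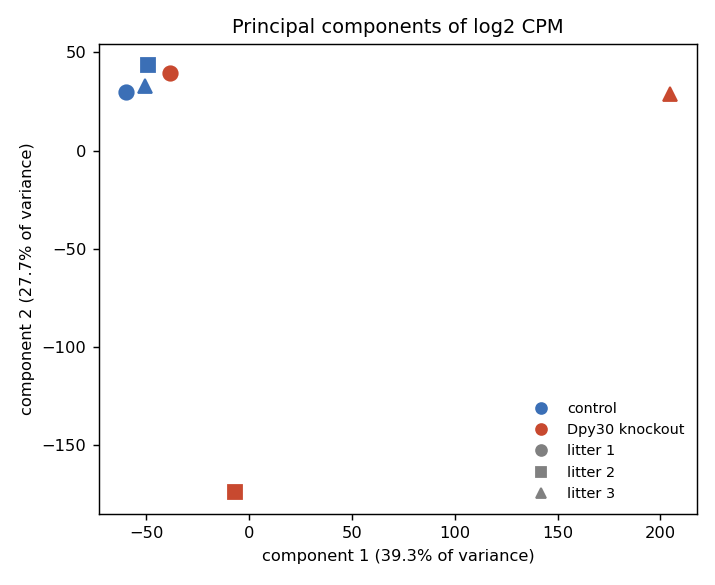
Principal components of log2 CPM over the 13646 tested genes, one point per sample, with genotype by colour and litter by shape. The horizontal axis (39.3% of variance) sets knockout 3 apart from the other samples and the vertical axis (27.7% of variance) sets knockout 2 apart, while knockout 1 lies near the 3 controls.

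The targeted gene was examined first. Dpy30 (ENSMUSG00000024067.14; chromosome 17, 74299474 to 74323944, minus strand, GRCm38; protein-coding) had 712, 904 and 1395 counts in controls 1 to 3 and 315, 216 and 478 in knockouts 1 to 3. Its expression was 26.8 ± 4.196 CPM in controls and 9.18 ± 3.999 CPM in knockouts (SD, n = 3 each; exact permutation p = 0.1, the smallest possible). The knockouts thus retained 34.2% of the control level. Controls also carried Vav-Cre with 1 floxed allele, so their level may be that of 1 intact allele. The log2 fold change was -1.55 (SE 0.464; edgeR adjusted p = 0.672), and every knockout was below every control. Counts per gene do not separate the deleted exons from the rest of the transcript, nor cells that lost Dpy30 from cells that kept it. With litter as a block the log2 fold change was -1.62 (edgeR adjusted p = 0.953). Across the alternatives tried it ranged from -1.94 without knockout 3 to -1.31 without knockout 2.

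The comparison of knockout with control across all genes addresses which transcripts depend on Dpy30. In edgeR's quasi-likelihood test, 0 of 13646 genes had an adjusted p under 0.05, and 888 had an unadjusted p under 0.05, where 682.3 would be expected by chance. The smallest adjusted p was 0.452. With litter as a block, a pairing taken from the labels, edgeR again called 0 genes, with 619 at an unadjusted p under 0.05. Samples of the same litter showed no sign of deviating together. The correlation of their deviations from the genotype means averaged -0.0314 over 3 pairs, and 4 of the 5 other ways to pair controls with knockouts gave a higher mean. Deviations from a mean of 3 samples cancel within a genotype, and the means of all pairings lay between -0.041 and 0.034. This is therefore a weak test of a litter effect. The alternative that moved the count most among those planned was DESeq2, which called 139 genes, 104 higher and 35 lower in the knockout, 138 of them by at least 2-fold. DESeq2 with litter as a block, added after the data were seen, called 270 genes, 152 higher and 118 lower. In simulated data with the common BCV of 0.817 given to every gene, 44.2% of DESeq2's calls were false, and edgeR made 0 calls although 200 genes had been changed by a log2 fold change of 3. Real genes differ in spread, so this does not give the power for genes with less of it.

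Of DESeq2's 139 genes, 110 changed in the same direction in all 3 litters with a mean of at least 5 CPM in either genotype, 96 of them higher and 14 lower in the knockout. None of the genes named from here on passed the threshold in the main edgeR test. The largest rises were in genes near 0 in controls. Mmp13 (chromosome 9, 7272514 to 7283331) had 0 counts in each control and 166, 789 and 512 counts in knockouts 1 to 3, with a DESeq2 log2 fold change of 11.40 (SE 1.51; DESeq2 adjusted p = 1.63e-10; edgeR adjusted p = 0.539). Cd80 (chromosome 16, 38455561 to 38496335) also had 0 counts in each control, and 132, 398 and 485 counts in knockouts 1 to 3 (DESeq2 log2 fold change 10.87, adjusted p = 9.69e-09). With 0 counts, levels up to that of 3 counts, 0.0680 to 0.104 CPM in the controls, cannot be excluded, and smaller means given here rest on a few counts. Tcrg-C1, a T-cell receptor gamma constant gene (chromosome 13, 19214103 to 19217024), rose from 0.0178 ± 0.0309 to 25.01 ± 22.5 CPM (SD, n = 3 each; DESeq2 adjusted p = 3.06e-11). Hapln1 (chromosome 13, 89539796 to 89611652) rose from 0.0472 ± 0.0546 to 13.5 ± 8.51 CPM and Cacna1c (chromosome 6, 118587240 to 119196418) from 0.0524 ± 0.0518 to 12.9 ± 15.04 CPM (SD, n = 3 each; DESeq2 adjusted p = 3.34e-10 and 1.95e-07). For Cacna1c the SD in the knockouts exceeded their mean.

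Among the falls, Adra2b (chromosome 2, 127363208 to 127367221) went from 5.41 ± 1.98 to 0.0168 ± 0.0291 CPM and Pla2g4c (chromosome 7, 13324655 to 13360672) from 5.32 ± 2.18 to 0.0252 ± 0.0436 CPM (SD, n = 3 each; DESeq2 adjusted p = 9.17e-05 and 0.000152). Sh2d4a (chromosome 8, 68276567 to 68347699) had 912, 690 and 617 counts in controls 1 to 3 and 4, 81 and 0 in knockouts 1 to 3 (DESeq2 adjusted p = 0.0210). Igdcc4 (chromosome 9, 65101486 to 65137940) varied among controls, with 110, 87 and 703 counts, and had 11, 20 and 5 counts in knockouts 1 to 3 (DESeq2 adjusted p = 0.00742). Xist (chromosome X, 103460366 to 103483254), a long noncoding RNA transcribed from the inactive X chromosome of female cells, went from 389 ± 179 to 118 ± 49.9 CPM (SD, n = 3 each; DESeq2 log2 fold change -1.70, adjusted p = 0.0243). Its change within litters was -2.94, -1.95 and -0.16 on the log2 scale in litters 1 to 3, where the mean of 4 Y-linked genes changed by 1.503, 1.287 and -1.36.

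The gene lists compared whole classes of transcripts. The 18 tested SET1/MLL subunits other than Dpy30 had a median log2 fold change of 0.05 (limma camera adjusted p = 0.589), with a mean log2 CPM of 5.94 ± 0.05 in controls and 5.91 ± 0.06 in knockouts (SD, n = 3 each; exact permutation p = 0.6). None of them had an unadjusted p under 0.05 in edgeR. The median turned to -0.08 under upper-quartile scaling and to -0.05 without knockout 3.

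The p53 target list was higher in the knockout, with a median log2 fold change of 1.35 over 34 genes (limma camera adjusted p = 1.17e-08). With litter as a block, the pairing being that of the labels, the median was 1.10 (adjusted p = 6.93e-09). Its mean log2 CPM was 2.28 ± 0.21 in controls and 3.54 ± 0.31 in knockouts (SD, n = 3 each; exact permutation p = 0.1, the smallest possible), and it rose by 1.24, 1.02 and 1.52 in litters 1 to 3. Of its members, 29 had a positive log2 fold change and 18 rose in all 3 litters. The alternative that moved the test most was camera with the inter-gene correlation estimated from these samples, under which the list no longer passed (limma camera adjusted p = 0.0840). With the estimate of 0.0312 used as a preset value it passed (adjusted p = 1.32e-05). With at least 10 counts required in every sample, the median was 0.87 (adjusted p = 1.45e-05). The member with the smallest p was Cdkn1a (chromosome 17, 29090976 to 29100727), which encodes the cell cycle inhibitor p21. It had 56, 112 and 64 counts in controls 1 to 3 and 1333, 3355 and 5748 in knockouts 1 to 3, or 2.13 ± 0.790 against 96.7 ± 65.4 CPM (SD, n = 3 each; edgeR log2 fold change 5.51, SE 0.666, adjusted p = 0.452; DESeq2 adjusted p = 2.19e-18). In edgeR, Cdkn1a was the 1 gene past the threshold without a filter on low counts (adjusted p = 0.0467) and with at least 10 counts required in every sample (adjusted p = 0.0434). Ccng1 (chromosome 11, 40748552 to 40755311) rose from 80.4 ± 8.63 to 252 ± 103 CPM and Sesn2 (chromosome 4, 132492032 to 132510501) from 3.78 ± 3.00 to 32.3 ± 25.3 CPM (SD, n = 3 each; DESeq2 adjusted p = 0.000746 and 0.0300).

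**Figure D2:**
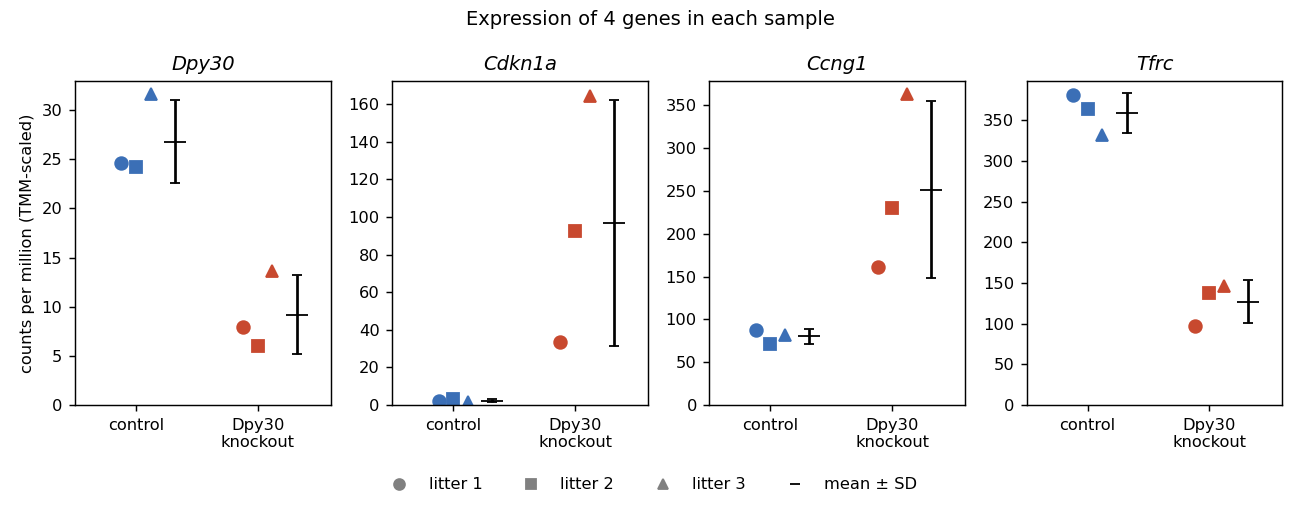
TMM-scaled CPM of Dpy30, Cdkn1a, Ccng1 and Tfrc in each sample, with genotype by colour, litter by shape, and bars for mean ± SD of the 3 samples of a genotype. Every knockout lies below every control for Dpy30 and Tfrc and above every control for Cdkn1a and Ccng1, and the knockout SD of Cdkn1a, 65.4 CPM, is large beside its mean of 96.7 CPM.

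The myeloid list had the largest median log2 fold change, 2.27 over 16 genes (limma camera adjusted p = 2.56e-10). With litter as a block, paired by the labels, the median was 2.11 (adjusted p = 5.62e-12), and with the estimated inter-gene correlation the list did not pass (adjusted p = 0.258), but did with that estimate as a preset value (adjusted p = 0.0303). All 16 members had a positive log2 fold change, and 13 rose in all 3 litters. The mean log2 CPM was 2.36 ± 0.77 in controls and 4.31 ± 1.04 in knockouts (SD, n = 3 each; exact permutation p = 0.1). C1qb (chromosome 4, 136880129 to 136886187) rose from 10.7 ± 2.05 to 53.9 ± 35.4 CPM, Csf1r (chromosome 18, 61100598 to 61132149) from 23.5 ± 15.1 to 103 ± 34.1 CPM, and Lyz2 (chromosome 10, 117277331 to 117282321) from 72.8 ± 24.3 to 353 ± 316 CPM (SD, n = 3 each; DESeq2 adjusted p = 0.00206, 0.00729 and 0.00742).

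The cell cycle list was lower in the knockout, with a median log2 fold change of -0.41 over 50 genes (limma camera adjusted p = 0.000233; -0.47 and 0.00269 with litter as a block, the pairing of the labels). Its mean log2 CPM was 5.88 ± 0.15 in controls and 5.39 ± 0.20 in knockouts (SD, n = 3 each; exact permutation p = 0.1). The ribosomal protein list was also lower, with a median of -0.26 over 58 genes (limma camera adjusted p = 0.00298; -0.28 and 0.0191 with the block), and a mean log2 CPM of 4.95 ± 0.12 in controls and 4.49 ± 0.15 in knockouts (SD, n = 3 each; exact permutation p = 0.1). With the estimated inter-gene correlation neither list passed, with adjusted p of 0.345 for cell cycle and 0.573 for ribosomal proteins. The oxidative phosphorylation list passed with a median of 0.18 over 75 genes (limma camera adjusted p = 0.0258; 0.17 and 0.0373 with the block), but its mean log2 CPM did not separate the genotypes (4.29 ± 0.03 against 4.40 ± 0.21; SD, n = 3 each; exact permutation p = 0.5). Its member Ndufa2 (chromosome 18, 36742332 to 36744557) rose from 9.79 ± 0.379 to 29.5 ± 7.44 CPM (SD, n = 3 each; DESeq2 adjusted p = 0.0234).

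The remaining lists did not pass. The HSC identity list had a median log2 fold change of -0.02 over 44 genes (limma camera adjusted p = 0.433; -0.27 and 0.492 with litter as a block, paired by the labels), and its mean log2 CPM changed by 0.12 and 0.19 in litters 1 and 2 and by -1.54 in litter 3. The median was -0.10 for DNA repair over 65 genes (adjusted p = 0.264; block -0.17 and 0.289), -0.06 for glycolysis over 24 genes (adjusted p = 0.908; block -0.10 and 0.872), and -0.28 for the erythroid list over 18 genes (adjusted p = 0.433; block -0.31 and 0.492). For HSC identity, glycolysis and DNA repair the sign of the median changed when counts were scaled by library size only. Within the erythroid list, Tfrc, the transferrin receptor gene (chromosome 16, 32608920 to 32632794), went from 359 ± 24.98 to 127 ± 26.7 CPM (SD, n = 3 each; edgeR log2 fold change -1.499, SE 0.226, adjusted p = 0.537; DESeq2 adjusted p = 3.84e-05), with every knockout below every control. As a check of sample composition, 7 hepatocyte genes could be followed, all at low levels. Their mean log2 CPM was 0.06 ± 1.34 in controls and -1.22 ± 0.69 in knockouts (SD, n = 3 each; exact permutation p = 0.2). It changed by 1.05, -2.19 and -2.70 in litters 1 to 3.

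**Figure D3:**
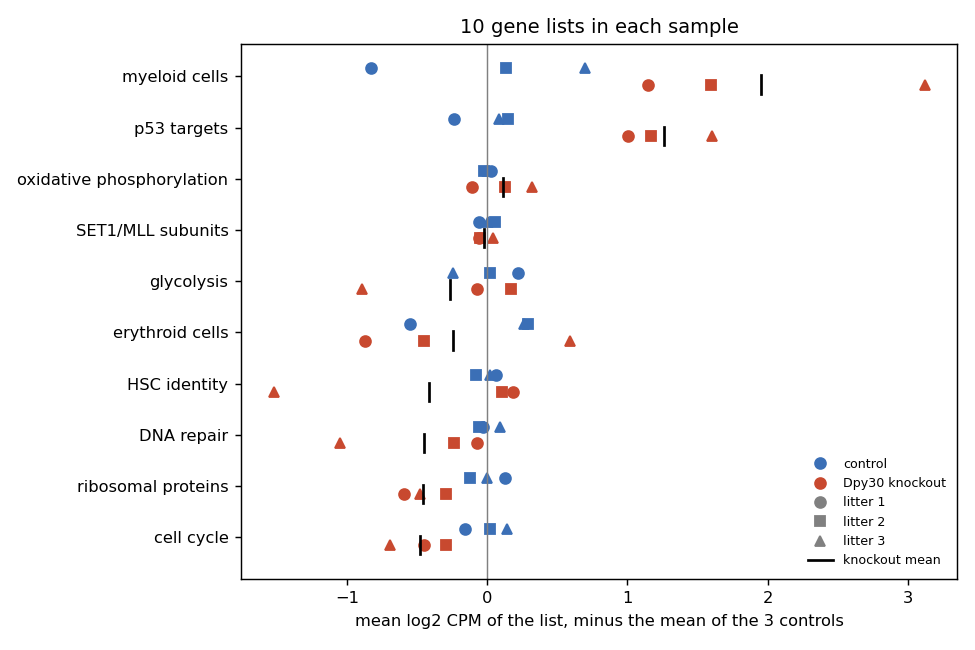
Mean log2 CPM of each of the 10 gene lists in each sample, minus the mean of the 3 controls, with genotype by colour, litter by shape and a bar at the knockout mean. All 3 knockouts lie above all 3 controls for the myeloid and p53 target lists and below them for the DNA repair, ribosomal protein and cell cycle lists, and the knockout of litter 3 is 1.54 below its control in the HSC identity list. The DNA repair list changed by -0.04, -0.17 and -1.14 in litters 1 to 3, so its fall lay mostly in litter 3, and it did not pass.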

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

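The test of this result was chosen only after the result was seen. Reads that overlapped more than 1 gene, which the count lists tally as ambiguous and the comparisons of the report do not use, made up a larger share of all reads in every knockout than in any control. The shares were 0.780%, 0.859% and 0.885% in controls 1 to 3 and 0.907%, 0.919% and 0.913% in knockouts 1 to 3, with 95% Wilson intervals at most 0.00464 percentage points wide. The means were 0.842% ± 0.0551 and 0.913% ± 0.00591 (SD, n = 3 each; exact permutation p = 0.1, the smallest possible).

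A technical explanation is composition: nuclear genes might be the main source of ambiguous reads, and they took more of the knockout libraries, where the mitochondrial share was smaller on average. Nuclear gene counts were 17.3%, 21.9% and 22.9% of all reads in controls 1 to 3 and 23.6%, 22.7% and 23.985% in knockouts 1 to 3. Divided by nuclear gene counts, without the mitochondrial genes and the 10 features with most counts, ambiguous reads came to 4.10% ± 0.348 in controls and 3.897% ± 0.126 in knockouts (SD, n = 3 each; exact permutation p = 0.5). The difference was -0.202 percentage points, opposite in sign to that in the share of all reads. In litter 2 the mitochondrial share of gene counts was larger in the knockout (55.7% against 54.4%), so a smaller mitochondrial share cannot act there, and the knockout stayed above its control as a percent of nuclear gene counts (4.04% against 3.92%). A smaller mitochondrial share thus remains possible for litters 1 and 3 and is ruled out for litter 2. The nuclear share of all reads was still larger in knockout 2 than in control 2 (22.7% against 21.9%), so composition may account for part of the rise there. No biological explanation was tested.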

How the results depend on the processing

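The 3 alternatives added after the data were seen were limma-voom with sample quality weights, DESeq2 with litter as a block, and camera with each list's estimated correlation as its preset value. Every other alternative was planned.

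The count of genes past the threshold stayed at 0 under replicate block (619 genes at an unadjusted p under 0.05), DESeq2-style size factors (896), upper-quartile scaling (843), scaling by library size only (964), limma-voom (1008), limma-voom with sample quality weights (869), the GC offset without and with the block (943 and 638), and removal of marker genes (879). In the 6 fits that each left out one replicate the counts of all, higher, lower and at least 2-fold changed genes ranged from 0 to 0, with 593 to 1796 genes at an unadjusted p under 0.05. The count became 1 without a filter on low counts, and also 1 with at least 10 counts in every sample. That 1 gene, Cdkn1a, was higher and changed by at least 2-fold in both. DESeq2 called 139 genes, 104 higher, 35 lower and 138 by at least 2-fold. DESeq2 with replicate block called 270, of which 152 were higher, 118 lower and 270 changed by at least 2-fold. Spread as a source of DESeq2's calls is examined under other observations.

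Whether spread between replicates or depth limits single-gene calls more was not tested, because no fit was repeated at another depth. The BCV of 0.817 is a spread beyond counting error. Requiring at least 10 counts in every sample lowered it to 0.525, so part of it came from genes with few or no counts in some sample. In units of 1000000, the difference in total counts was -4.82 and reversed to 0.769 without the 10 features with most counts. It ranged from -6.67 to -2.75 in the fits that each left out one replicate.

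The log2 fold change of Dpy30 kept its sign and stayed short of the threshold under all 19 alternatives, from -1.94 to -1.31. The other 18 named genes were followed under 12 alternatives each: the block, the 3 other scalings, DESeq2, limma-voom and the 6 fits without one replicate. None reversed there, 198 values stayed on the same side of the threshold, and 18 passed it, all 18 under DESeq2. Passing under DESeq2 was fixed by the naming rule, which was applied to DESeq2's calls. For the largest rises and falls the rule also required the same direction in all 3 litters, so a constant sign there is weak evidence. Values of the 18 genes under the other settings were not tallied, and under the 2 other filters Cdkn1a passed in edgeR as given above.

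Camera with the estimated inter-gene correlation left the medians as they were and moved all 5 lists that had passed to the other side of the threshold: p53 targets (1.35, adjusted p = 0.0840), myeloid cells (2.27, 0.258), cell cycle (-0.41, 0.345), ribosomal proteins (-0.26, 0.573) and oxidative phosphorylation (0.18, 0.667). This setting raises the correlation from the preset 0.01 to 0.0312 for p53 targets, 0.387 for myeloid cells, 0.0887 for cell cycle, 0.127 for ribosomal proteins and 0.107 for oxidative phosphorylation, and also lowers the degrees of freedom from 13644 to 4. With the estimates as preset values, which changes the correlation alone, p53 targets (adjusted p = 1.32e-05) and myeloid cells (0.0303) passed, while cell cycle (-0.41, 0.119), ribosomal proteins (-0.26, 0.390) and oxidative phosphorylation (0.18, 0.544) did not. Apart from these settings, p53 targets, myeloid cells and cell cycle kept their sign and passed under each alternative that was run on them. Their medians across the 6 fits that each left out one replicate ranged from 0.75 to 1.45, from 1.37 to 2.31 and from -0.47 to -0.32. The lists of erythroid and myeloid cells have no value with marker genes removed.

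Oxidative phosphorylation also lost the threshold under upper-quartile scaling (median 0.059, limma camera adjusted p = 0.0552). With at least 10 counts in every sample it did so too (median 0.16, limma camera adjusted p = 0.122). Its median ranged from 0.033 to 0.37 across the fits without one replicate, and the list passed in 2 of those 6. Ribosomal proteins ranged from -0.35 to -0.19 and passed in 4 of 6. The erythroid list ranged from -0.69 to -0.064 and passed in 1, the fit without knockout 3 (adjusted p = 0.00151). The median of ribosomal proteins was -0.060 under scaling by library size only (adjusted p = 0.0398) and -0.39 under upper-quartile scaling. That of cell cycle was -0.20 (adjusted p = 0.0074) and -0.52 under these same scalings. The size of both falls therefore depended on the scaling, although both lists passed under each.

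Lists with medians near 0 changed sign and did not pass under any alternative. SET1/MLL subunits reversed to -0.084 under upper-quartile scaling and ranged from -0.048 to 0.12 across the fits without one replicate. Under scaling by library size only, HSC identity reversed to 0.18, glycolysis to 0.18 and DNA repair to 0.077. With at least 10 counts in every sample HSC identity was 0.037 and glycolysis 0.036, and with the GC offset 0.079 and 0.021. HSC identity ranged from -0.37 to 0.10 and glycolysis from -0.37 to 0.088 across the fits without one replicate. The cause was not tested for any of these reversals. Over all lists and alternatives, 136 values kept their sign and side of the threshold, 16 were weaker, 1 was stronger and 15 reversed.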

Other observations

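Tests of the other splits of the samples, of GC content by an offset, of low counts, of X-linked genes and of pseudogenes were set before their results were seen. Alternatives planned in advance, such as camera with the estimated inter-gene correlation, are also used here. All other tests in this part were chosen only after the result was seen.

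Because each litter gave both genotypes, the real split was compared with the splits of the 6 samples that also part all 3 litters. There are 4 of these, the real one included, so the share can never be under 0.05 and no result here can be told apart from a coincidence of grouping by this count alone. All 4 splits gave as many genes past the threshold in edgeR as the real one, 0, in all, higher, lower and at least 2-fold changed genes. Only the real split, 1 of 4, gave 888 genes at an unadjusted p under 0.05, and the other 9 of all 10 possible splits gave 325 to 554. DESeq2 called 139 genes in the real split, again 1 of 4, and 6 to 28 in the other 9. For the lists, a camera p as small was found in 1 of 4 splits for p53 targets, 1 of 4 for myeloid cells, 1 of 4 for cell cycle, 2 of 4 for ribosomal proteins, 2 of 4 for oxidative phosphorylation, 3 of 4 for SET1/MLL subunits, glycolysis, DNA repair and the erythroid list, and 4 of 4 for HSC identity. The splits that do not part the litters set both samples of a litter on one side. Over all 10 splits, p53 targets, myeloid cells and cell cycle again had 1 as small, ribosomal proteins 3 and oxidative phosphorylation 4.

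DESeq2 called 139 genes where edgeR called 0 (888 at an unadjusted p under 0.05). The BCV was 1.67 times as large in the knockouts as in the controls. In 20 simulated datasets with no changed gene and each genotype's own spread, DESeq2 called a median of 52.5 genes (28 to 74), and edgeR averaged 0.2. In 20 more with the same spread in both genotypes, DESeq2 called a median of 38.5 (21 to 53), and edgeR averaged 0.45. The 2 ranges overlap, so most such calls do not need unequal spread, and large spread alone may give them. Both medians are below 139, and which of the real calls have this source cannot be told. A difference in depth between the groups is small: without the 10 largest features it was 0.769 in units of 1000000 counts, less than the SD of 3.004 among controls (exact permutation p = 0.8). The 139 genes are therefore candidates, and an effect of Dpy30 loss on them is a hypothesis.

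The number of genes detected ranged over 2885 genes among the 3 knockout libraries and over 1092 among the controls. Depth was tested by rarefying each library to 11397320 nuclear counts, which gave 16124, 16988 and 16565 genes in controls 1 to 3 and 16596, 14467 and 13753 in knockouts 1 to 3. The range among knockouts was still 2843, against 864 among controls, so depth is not a sufficient explanation. A library made from few starting molecules may lose expressed genes at random. Of genes with a mean of at least 10 CPM in the other 5 samples, 0.297%, 0.255% and 0.198% were under 0.5 CPM in controls 1 to 3 and 0.0567%, 1.05% and 1.13% in knockouts 1 to 3, a range of 1.08 percentage points among knockouts against 0.0999 among controls. Without molecular tags this cannot be told apart from true silencing in those samples. Few starting cells, as a smaller HSC pool would give, is a hypothesis that a record of sorted cell numbers would test.

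The p53 target list was higher in the knockout in 3 of 3 litters. GC content was tested as an explanation: with the GC offset the median log2 fold change was 1.47 and still passed. The offset is a weak test, since it raised the medians of all 10 lists by 0.074 to 0.16, and the change had almost no trend with GC content across genes (Spearman's rho 0.0194 over 13490 genes, which are not independent). Of 10000 random lists matched on the GC content of the members, 0 had a median as high, and the highest had 0.59. Low counts were also tested with 10000 random lists matched on mean expression, of which 0 had a median as high. Low counts do bear on the size: with at least 10 counts in every sample the median was 0.87 in place of 1.35, and the list still passed. For cell cycle, 0 of 10000 matched lists had a median as low. These comparisons treat genes as independent. With the inter-gene correlation estimated from the samples, the adjusted p was 0.0840 for p53 targets and 0.345 for cell cycle. With the estimate as a preset value, it was 1.32e-05 for p53 targets and 0.119 for cell cycle. For cell cycle, correlated genes therefore remain as an explanation. For p53 targets the estimated correlation alone is not enough, but the estimate rests on 4 degrees of freedom, so correlated genes cannot be excluded. The rise of the p53 targets and that of the myeloid list also held the same rank in 3 of 3 litters, so myeloid cells in the sorted sample could contribute to both, which 3 litters cannot test. A p53 response with fewer cycling cells after loss of Dpy30 is a hypothesis that fits the rise of Cdkn1a and Ccng1 and the fall of the cell cycle list. It cannot be told apart from correlated genes or from a change in cell composition.

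All 16 genes of the myeloid list were higher in the knockout. Macrophages carried over in the sort might explain this if only macrophage markers rose. In a division of the list made after its members' values were seen, the 9 macrophage genes had a median log2 fold change of 2.26 and the 7 granulocyte genes had 2.47, and each part rose in 3 of 3 litters. In mean log2 CPM the macrophage part rose by 2.08 (exact permutation p = 0.1) and the granulocyte part by 1.80 (exact permutation p = 0.2). Because the division was made with the values known, and the granulocyte part did not separate the genotypes, it cannot exclude macrophages alone. Myeloid cells of more than 1 kind in the sort would dilute the stem cell transcripts. The HSC identity list was below every control in 1 of 3 knockouts, that of litter 3, and above every control in the knockouts of litters 1 and 2 (5.13 and 5.05 against at most 5.01 in controls), although their myeloid lists rose by 1.97 and 1.47. A small admixture could raise myeloid genes, which are low in controls, without lowering this list by more than its spread, so the test cannot exclude such cells. With the estimated correlation the myeloid list had an adjusted p of 0.258, and with the estimate as a preset value 0.0303, so correlated genes cannot be excluded. Early myeloid gene expression within HSCs is a hypothesis that could not be told apart from these.

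Xist was lower in the knockout, and the sex of the embryos is not given in the labels. Xist (64.6 to 497 CPM) and each of the 4 Y-linked genes (2.80 to 31.7 CPM) were counted in all 6 samples. Each sample may therefore pool embryos of both sexes, but the labels do not state pooling. Different sex ratios in the sorted embryos could produce the fall of Xist, and Y-linked genes would then rise where Xist falls. Xist fell and the Y-linked mean rose in 2 of 3 litters. In litter 3, Xist changed by -0.16 and the Y-linked mean by -1.36, but the 4 genes did not move together: Uty changed by 1.12, and Ddx3y, Eif2s3y and Kdm5d by -1.86, -2.23 and -2.47. The mean is therefore not a clean measure of sex in that litter. An overall shift of X-linked genes was small: the median log2 fold change of 510 X-linked genes was -0.059, just outside the range from -0.054 to 0.097 that held 95% of random autosomal lists of that size, while Xist had -1.72. A small shift of X-linked genes therefore remains possible, and sex composition cannot be told apart from an effect of genotype.

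Ribosomal protein genes have many processed pseudogenes, and reads shared with them are not given to genes. A pseudogene was counted only where its annotated symbol was the gene's own symbol followed by -ps. The 43 members with such a pseudogene had a mean log2 fold change of -0.45. The 15 without had -0.26 in the mean (two-sided permutation p across genes = 0.225, where genes are not independent replicates). The medians, -0.24 and -0.27, differed the other way. The 15 members may still have pseudogenes under other names, so the 2 classes need not differ in shared reads. The comparison therefore neither shows nor excludes that shared reads explain the fall. Correlated genes remain an explanation, with an adjusted p of 0.573 with the estimated correlation and 0.390 with the estimate as a preset value, and 2 of the 4 splits gave a camera p as small.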
